A study of Mus musculus with 6 samples. Its data were reported in "Inducible cell-specific mouse models for paired epigenetic and transcriptomic studies of microglia and astroglia" (2020).

How the data were processed

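RNA was measured in hippocampus of mice carrying a tamoxifen-inducible Cre recombinase under the Cx3cr1 promoter (Cx3cr1-cre/ERT2) and the NuTRAP reporter. After recombination, NuTRAP places a GFP-tagged ribosomal protein on ribosomes and a separate tag on the nuclear envelope of the recombined cells. In translating ribosome affinity purification (TRAP), the tissue was homogenized and cleared by centrifugation, part of the supernatant was kept as Input, and ribosomes bound by anti-GFP antibody on beads gave the Positive fraction. There were 3 animals, numbered 201, 207 and 208 per the labels, and each gave 1 Input and 1 Positive library, 6 libraries in all. Groups were taken from the fraction label of each sample. The unbound fraction was not analysed here.

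Libraries were directional, poly(A)-selected and sequenced as short read pairs. The authors trimmed adapters and read ends, aligned to the mouse build mm10 in Strand NGS using strand, and counted reads per Ensembl gene. The deposited raw columns hold expected counts, that is, estimated counts that need not be whole numbers. Between 17.3% and 23.1% of the values per library were whole. Among whole values under 60 reads, 64.7% to 69.3% were even. Counting both mates of a read pair would give such an excess, and the number of independent fragments would then be lower than the number of reads, but how mates were counted was not settled. The deposited table held 15388 genes, after a filter by the authors of at least 20 raw reads in every library of at least 1 fraction, and 0 genes of the table fell outside that filter when it was tested on the values. Genes under that limit were not analysed here. The deposited normalized columns are on a log2 scale. Per the values, each is the log2 of the raw reads divided by a size factor per library, minus the median of the gene over the 3 Input libraries, and the size factors recovered from them varied across genes by a median absolute deviation of at most 3.3e-07. No per-sample column was left unmapped.

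Expected counts were rounded to whole numbers and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit, glmQLFTest), with median-of-ratios scaling (RLE). Genes were kept where scaled reads were above 20 in every library of at least 1 fraction, which removed 44 genes and left 15344. P-values were adjusted by Benjamini-Hochberg over the genes kept, and an adjusted p-value under 0.05 was called significant. The test was unpaired, as in the methods of the study. Fold changes are Positive over Input, and the standard error (SE) of a log2 fold change was derived from the F statistic. Scaled reads are raw reads divided by the size factor. Genes enriched over 5-fold and genes past a fold change of 1.25 either way were counted, as in the methods of the study. Where all 3 Input libraries had at most 3 raw reads, a fold was treated as a lower bound computed against 3 reads. Principal components were computed on log2 of scaled reads with a pseudocount of 1.

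Marker lists were fixed before the data were examined. The study's supplement gave lists for microglia, astrocytes, oligodendrocytes and neurons from cell sorting, and a microglial list from ribosomal tagging. Further short lists were written by hand, for border macrophages, monocytes, neutrophils, lymphocytes, erythroid cells, endothelial cells, mural cells, nuclear long noncoding RNA, immediate early genes, homeostatic and activated microglia, the lipopolysaccharide pathway, transgene-related genes and sex-linked genes. A list of caudal interneuron markers was added after the data had been examined, and its members had not been looked at when it was written. In all, 22 lists with at least 2 genes tested were compared with the other genes by camera (limma 3.58.1) with a preset inter-gene correlation of 0.01, beside camera with an estimated correlation and fry, and camera p-values were adjusted over the 22 lists. A list's value per animal is the median over its genes of log2 Positive over Input of that animal, with a pseudocount of 1.

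Genes were named by a rule set before the data were examined. It took the genes of the study's qPCR panel, the 5 largest and 5 smallest log2 fold changes among significant genes with a mean of at least 100 scaled reads and one direction in all 3 animals, and up to 3 members of each cell-sorting list that went against the median of the list. It also took the lipopolysaccharide, transgene-related and sex-linked genes, and up to 4 members of each other list by the highest mean. Some genes that the rule took are not reported here. Other genes named were chosen after their values were seen.

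The method was tested on simulated data. In 10 simulations with 200 changed genes each, drawn from the means and library sizes of these libraries and with about 14883 genes tested, 98.6% of the changed genes tested were called and 100% of those had the right sign. Of the calls, 6.93% on average were unchanged genes, from 4.39% to 9.09% per simulation, above the nominal 5%. Of the unchanged genes, 5.13% had an unadjusted p-value under 0.05. On the log2 scale, every simulated change was larger in size than that of Gfap (-0.41), so the share called does not apply to such small changes. Far fewer genes changed than the 7054 called in these libraries, so the scaling was not tested with that many changes.

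Total reads per library were between 14879734 and 17757918. The 10 highest genes took 2.72% to 3.06% of the reads of a library. No pair of libraries of a fraction was alike within sampling noise: the mean chi-square per gene with 1 degree of freedom was between 4.12 and 21.7 in the pairs, where counting noise alone would give 1 for independent reads or 2 for reads counted in pairs. The animal number pairs the libraries, since an Input and a Positive library with the same number came from 1 animal. Deviations from the fraction mean, across 12122 genes with a mean of at least 100 scaled reads, correlated between the fractions of an animal by 0.27 in animal 201, 0.085 in 207 and 0.15 in 208, against -0.18 to 0.05 between animals. Genes are not independent replicates.

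The alternatives fixed before the data were examined were TMM scaling, total count scaling, no filter on low counts, a filter at 100 scaled reads, the Wald test of DESeq2 1.42.0, limma on log2 of scaled reads, the animal as a replicate block, leaving out each library in turn, and for principal components a pseudocount of 0.1 or 10. Alternatives chosen after seeing the data were the authors' size factors, limma on the deposited normalized values with its variance trend on log2 scaled reads, and removal of trends on GC content and transcript length. Transcript length and GC content came from GENCODE M21 on GRCm38, the same build as mm10. Of the genes of the table, 15370 were found in it by identifier, and 92.7% of those had identical coordinates. Coordinates below are those of the deposited table.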

Results

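Microglial RNA was enriched from hippocampus by TRAP, and the Positive fraction was compared with the Input of the same 3 mice. The 3 Input libraries held 15286795, 16488460 and 14879734 reads in animals 201, 207 and 208. The 3 Positive libraries held 15790210, 17757918 and 15872851 reads. Reads carried no molecular identifiers, so limits from read numbers cover counting error only, and the errors given are the spread between animals (SD) or the error of the fit (SE).

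The first question was whether the fractions had separate profiles. The first principal component held 84.9% of the variance and separated Positive from Input, with scores of 52 to 64.2 in the 3 Positive libraries and -58 to -56.6 in the 3 Input libraries. The second held 6.03%. On it the Positive library of animal 208 had a score of -29.1, against 18.4 and 9.01 in the other Positive libraries. With only genes of at least 100 scaled reads, the share of the first component was 90.2%. The separation was described and not tested.

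**Figure D1:**
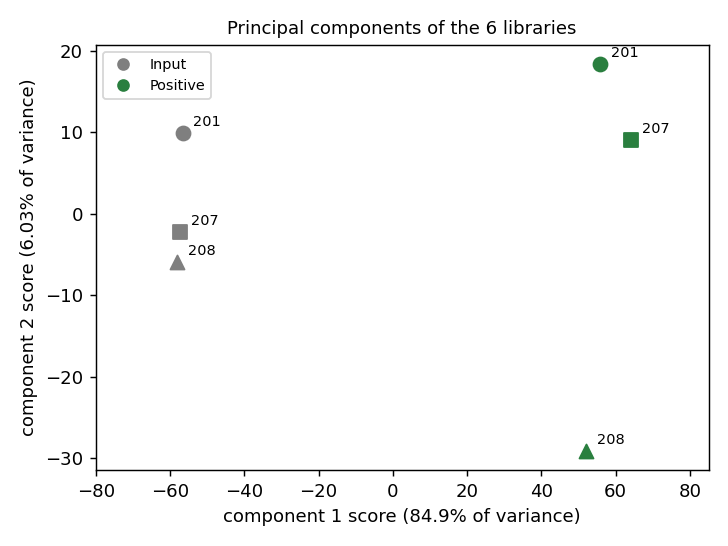
Principal component scores of the 6 libraries (horizontal axis, component 1; vertical axis, component 2; each with its percent of variance), coloured by fraction, with the animal as marker shape and label. Positive libraries lie at 52 to 64.2 on component 1 and Input libraries at -58 to -56.6.

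Of 15344 genes tested, 7054 (46%) differed between Positive and Input (edgeR quasi-likelihood test, adjusted p-value under 0.05, n = 3 per fraction). Of these, 3684 were higher and 3370 lower in Positive, and 7022 had the same direction in all 3 animals. The alternative that moved the count most was leaving out the Input library of animal 208, with 5541 genes. Under total count scaling 7329 genes differed, and 41.6% of them were higher in Positive, against 52.2% with median-of-ratios scaling. The count past a fold change of 1.25 was 6100, with 3147 higher and 2953 lower.

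Genes enriched over 5-fold numbered 576, the rule that the methods of the study give for ribosomal-tagging markers of microglia. Of these, 448 exceeded 5-fold in each of the 3 animals. In 18 of the 576, every Input library had at most 3 reads, and with these at their lower bound the count was also 576. The cell-sorting list held 184 of the 576 genes and the ribosomal-tagging list 136, and 347 were in neither. Genes lower by over 5-fold numbered 46. The alternatives gave 533 to 625 genes over 5-fold, except that a filter at 100 scaled reads, which tested 12159 genes, gave 407.

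The genes with the largest enrichment under the naming rule were P2ry13, Was, Ncf4, Fcgr1 and Tlr13. P2ry13 (chromosome 3, 59207892 to 59210882, minus strand, mm10) had 63.4 ± 12.9 scaled reads in Input and 2476 ± 486 in Positive (SD, n = 3), a log2 fold change of 5.29 ± 0.18 (SE) with an edgeR adjusted p-value of 2.4e-10. The log2 fold change was 5.22 for Was, 5.21 for Ncf4, 5.02 for Fcgr1 and 4.97 for Tlr13. At the other end, Rn7s1 (chromosome 12, 69159295 to 69159594, plus strand) had 268.5 ± 47.3 scaled reads in Input and 16.9 ± 3.75 in Positive (SD, n = 3), with a log2 fold change of -4.00 ± 0.23 (SE). Rn7s1 has near-identical copies, and its reads are uncertain. Cldn11, Mog and Opalin were also among the lowest, with log2 fold changes of -3.10, -3.00 and -2.92. Each of these named genes moved in one direction in the 3 animals.

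The next question was how markers of cell types behaved. The cell-sorting list of microglia had 238 of 239 genes tested, and 234 were higher and 1 lower in Positive. Adjusted over the list alone, the counts were the same, 234 and 1. The median log2 fold change was 3.65, and the value per animal was 3.61 ± 0.26 (SD, n = 3). The ribosomal-tagging list, in the 140-gene form used here, had 138 genes tested, all 138 higher over all genes tested and adjusted over the list alone. Its median was 4.17, also with its 1 gene at the Input floor set to its bound, and its value per animal was 4.17 ± 0.25 (SD, n = 3). The study picked this list as common to 3 ribosomal-tagging datasets, 1 of them its own from brain with these mouse lines, and not on the hippocampal libraries. Membership required enrichment over 5-fold in Positive over Input in each dataset. A rise of these genes here therefore repeats that contrast in other libraries and was likely in advance. Of its genes, 93 are also in the cell-sorting list.

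The astrocyte list had a median log2 fold change of -0.42, or 74.7% of the Input level, with 85 of 138 genes lower and 3 higher. Adjusted over the list alone, 90 were lower and 4 higher. Its values were -0.26 in animal 201, -0.36 in 207 and -0.72 in 208, so that animal 208 moved most. The oligodendrocyte list had a median of -0.78, or 58.2% of the Input level, with 137 of 186 genes tested lower and 10 higher, and 14 lower by over 5-fold. Adjusted over the list alone, 148 were lower and 10 higher. Its value per animal was -0.78 ± 0.08 (SD, n = 3). The neuron list had a median of -0.01, with 22 of 99 genes higher and 18 lower, and 22 higher and 16 lower adjusted over the list alone. Its value per animal was 0.003 ± 0.132 (SD, n = 3), and a shift of the list was not detected. The median log2 fold change of all genes tested was -0.012, so a list near 0 moved like the typical gene under this scaling. Whether the share of neuronal RNA fell is not answered by this value, and the list median was -0.087 under total count scaling. Percentages of the Input level are relative to the same scaling.

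By camera with preset correlation, adjusted over 22 lists, the p-values were 8.46e-253 for the microglia list, 1.71e-248 for the ribosomal-tagging list, 6.61e-25 for oligodendrocytes, 5.74e-08 for astrocytes and 0.545 for neurons. With an estimated correlation, the unadjusted p-values were 0.00861, 0.00699, 0.0138, 0.314 and 0.855, so that the astrocyte call was lost. Under fry they were 0.000144, 9.63e-05, 0.000107, 0.0199 and 0.98.

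**Figure D2:**
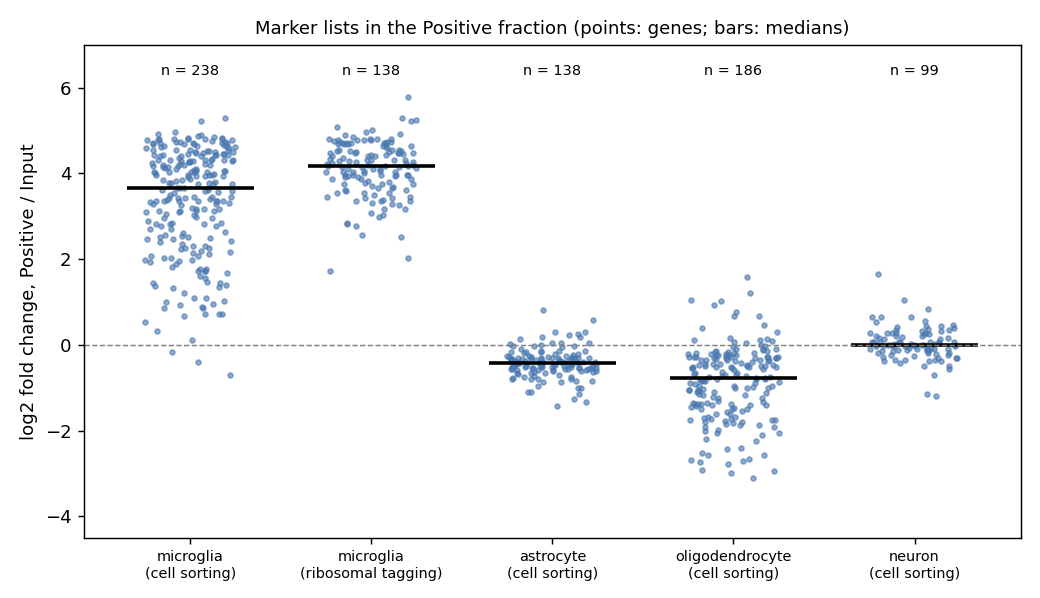
Log2 fold change of Positive over Input (vertical axis) for each gene of 5 marker lists (points, placed at random sideways), with the median as a bar and the number of genes tested above. The medians are 3.65 and 4.17 for the microglial lists, -0.42 for astrocytes, -0.78 for oligodendrocytes and -0.01 for neurons.

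Members that went against the median of their list were Nfkbiz in the microglia list, with a log2 fold change of -0.695. In the astrocyte list Abcd2 was higher by 0.81, Vcam1 by 0.58 and Slc1a2 by 0.29. In the oligodendrocyte list Rhog was higher by 1.58, Cd82 by 1.22 and Sema4d by 1.05. In the neuron list Vip was higher by 1.66, Htr3a by 1.05 and Igf1 by 0.84. The calls of Nfkbiz, Vcam1 and Slc1a2 were lost when single libraries were left out, with edgeR adjusted p-values up to 0.06, 0.0957 and 0.151. Slc1a2 also lost its call under total count scaling and under the authors' size factors, with edgeR adjusted p-values of 0.103 and 0.06. Vcam1 was higher in 2 of 3 animals and the other 8 of these higher genes in all 3.

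The study's qPCR panel was examined gene by gene. Of 15 genes, 9 differed at an edgeR adjusted p-value under 0.05 over all genes tested, and 11 adjusted over the list alone. Cx3cr1 (chromosome 9, 119901616 to 120069879, minus strand) rose from 304.4 ± 24.2 scaled reads in Input to 8316 ± 1473 in Positive (SD, n = 3), a log2 fold change of 4.77 ± 0.14 (SE) with an adjusted p-value of 1.94e-10. C1qa was higher by 4.61 on the log2 scale, Gpr84 by 4.65 and Aif1 by 4.16, each in all 3 animals. Among oligodendrocyte genes, Mog (chromosome 17, 37010743 to 37023398, minus strand) had 728 ± 39.8 scaled reads in Input and 91.4 ± 7.97 in Positive (SD, n = 3), 12.6% of the Input level. Opalin was at 13.1% and Neu4 at 38.2% of the Input level.

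Of the astrocyte genes, Gfap had a log2 fold change of -0.41 ± 0.13 (SE) with an edgeR adjusted p-value of 0.023. That call for Gfap was lost without any 1 of the Input libraries, with edgeR adjusted p-values of 0.057, 0.0629 and 0.0689. Kcnj10, Aqp4 and Aldh1l1 had -0.29, -0.29 and -0.37, with edgeR adjusted p-values of 0.0529, 0.0591 and 0.0918. With the animal as a replicate block the edgeR adjusted p-values were 0.0101, 0.0165 and 0.0241, and these calls changed. Under the authors' size factors Kcnj10 and Aqp4 passed, with edgeR adjusted p-values of 0.0334 and 0.0358, but Aldh1l1 did not, with 0.0612. Each of the 3 passed under total count scaling, with limma on the deposited normalized values, and without the Positive library of animal 201. Without that of animal 208, Kcnj10, Aqp4 and Aldh1l1 had -0.16, -0.14 and -0.15, with edgeR adjusted p-values of 0.134, 0.143 and 0.22. In that fit Gfap had -0.24 with 0.0123. Aldh1l1 was higher in Positive in 1 of the 3 animals. Of the neuron genes, Syt2 was at 51.3% of the Input level, with a log2 fold change of -0.96 ± 0.10 (SE) and an edgeR adjusted p-value of 6.54e-06. Eno2, Kcnb2 and Syt4 had log2 fold changes of 0.12, -0.01 and -0.14, with edgeR adjusted p-values of 0.283, 0.959 and 0.167, and no difference was detected. Syt4 passed the threshold under total count scaling, with -0.22 and an edgeR adjusted p-value of 0.0362, and without the Positive library of animal 208, with -0.20 and 0.0301.

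**Figure D3:**
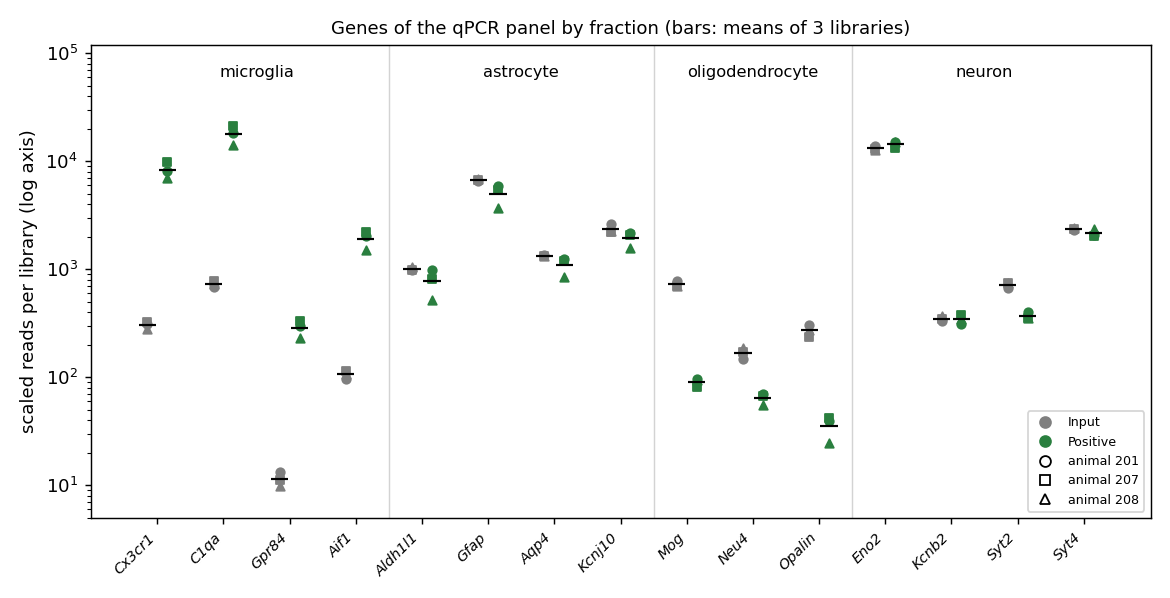
Scaled reads per library (vertical log axis) for the 15 genes of the qPCR panel, with Input in grey, Positive in green, the animal as marker shape and means of 3 libraries as bars. The 4 microglia genes lie higher in Positive, and the 3 oligodendrocyte genes lower, in each animal.

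The hand-written list of genes of the lipopolysaccharide pathway had 6 of 6 genes tested. Of these, 4 are also in the microglia cell-sorting list, and the comparison is of fractions, not of lipopolysaccharide treatment. All 6 were higher in Positive in the 3 animals, with log2 fold changes of 4.72 for Itgam, 4.28 for Tlr2, 4.22 for Cd14, 3.78 for Tlr4, 2.29 for Ly96 and 1.91 for Myd88. Ly96 had 9.77 ± 5.29 scaled reads in Input and 47.9 ± 18 in Positive (SD, n = 3), so its fold is the least precise of the 6, with an SE of 0.41.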

Values the study reported

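Across ribosomal-tagging datasets that included its own from hemisected brain, the study reported 142 microglial marker genes in common, with a marker defined by a fold change above 5. It also listed 484 genes shared by at least a pair of those datasets, and 209 of these were also markers in earlier cell-sorting work. With its hippocampal data added to the comparison, the study reported 133 common marker genes. It then gave 611 markers found in at least a pair of the datasets, of which 238 were also markers in cell sorting.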

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

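In all, 116 results were recomputed under the alternatives that apply to them. Removal of GC and length trends was run on list medians only, and the first principal component under scalings, filters, pseudocounts and left-out libraries only. Genes under 100 scaled reads have no value under that filter, and DESeq2 gave no adjusted p-value for Kdm5d. The counts of differing genes, of genes over 5-fold and past 1.25-fold, and of qPCR panel genes stayed within 1.5 times under every alternative run. Across the 6 fits that each left out one library, 5541 to 7259 genes differed, 533 to 625 were over 5-fold higher, 5265 to 6209 were past 1.25-fold, and 8 to 12 of the 15 genes of the panel passed, against 9 with all libraries and 13 under total count scaling. Of the 7054 genes, 7022 remained among 7044 calls under TMM, 6418 among 7329 under total count scaling, and 6615 among 6686 with DESeq2.

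With the animal as a replicate block, the paired fit gave 7567 genes, of which 7025 were shared. The block brought Aldh1l1, Aqp4, Kcnj10, Rgs5 and Malat1 past the threshold, with log2 fold changes of -0.41, -0.31, -0.30, 0.38 and 0.34, and changed no other call among the named genes and lists.

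The share of the first principal component was 83.1% with a pseudocount of 0.1 and 90.2% with at least 100 scaled reads. In the second case fewer genes near the counting limit were used; the cause was not tested. Across the 6 fits that each left out one library it was 84.3% to 88.5%, the highest without the Positive library of animal 208.

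Across the 6 fits that each left out one library, list medians were 3.46 to 3.77 for microglia, 4.03 to 4.30 for the ribosomal-tagging list, -0.54 to -0.30 for astrocytes, -0.81 to -0.69 for oligodendrocytes and -0.065 to 0.049 for neurons. The median of the neuron list changed sign, with values of 0, 0.049 and 0.024 without the Input library of animal 201 and the Positive libraries of animals 201 and 207. It was past no threshold in any of these, and a median this near 0 has no stable sign.

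Other reversals were in values near 0 or resting on 1 animal. Under total count scaling Rpl10a was -0.053 and Egln3 -0.004. With at least 100 scaled reads, which left fewer genes, the monocyte list was -0.027 and the mural list 0.005. Across the 6 fits that each left out one library, log2 fold changes on both sides of 0 were found for Kcnb2 (-0.08 to 0.057), Rpl10a (-0.029 to 0.104), Egr1 (-0.095 to 0.076), Npas1 (-0.029 to 0.18), Egln3 (-0.077 to 0.26), Kdm5d (-3.14 to 1.77) and the mural list (-0.302 to 0.036). None of the values that changed sign was past the threshold, and the cause was not tested. Among single genes and short lists, 32 other changes were to weaker and 31 to stronger, each counted per alternative. The pseudocount alternatives were not run for the gene tests, which used reads.

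The authors' size factors, chosen as an alternative after seeing the data, gave 7064 genes, and limma on the deposited normalized values gave 7084, of which 6846 were shared. If mates were counted separately, low counts are less certain than their size, which limits genes such as Ly96.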

Other observations

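The marker lists in this part, except that of caudal interneurons, and the leaving out of single libraries were fixed before the data were examined. So were the splits of the libraries and the tests of Rpl10a, Rangap1 and the carry-over of unbound RNA. The other tests of explanations in this part were chosen after the results were seen.

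Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the split by fraction, which was that split itself. The other 9 gave 0 genes, and 44 to 533 genes at an unadjusted p-value under 0.05, against 8159 in the real split. Of the 10 splits, 4 part all 3 pairs of an animal's libraries, the real one included, and the 3 others mix the fractions. With 10 splits the share cannot fall under 0.1, so chance and fraction cannot be told apart by this count alone.

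Markers of other cell types did not fall alike. If the Positive fraction held unbound RNA carried over evenly from the homogenate, the lists of oligodendrocytes and neurons would keep a similar share. The oligodendrocyte median was lower than the neuron median by a mean log2 difference of -0.778 ± 0.204 (SD, n = 3 animals), from -1.01 to -0.65. Even carry-over as the whole source is therefore argued against, and Mog, at 12.6% of its Input level, limits how large an even share could be. The astrocyte list lay between, at -0.45 ± 0.38 (SD, n = 3) from the neuron list. A trend on GC content or transcript length was argued against as the whole cause, since the gap was -0.824 after both were removed. Across genes the Spearman correlation of log2 fold change was 0.021 with GC content and 0.059 with length. Binding of neuronal ribosomes to the beads, or differences in how cell types release ribosomes, stays open and was not tested.

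Endothelial markers rose: all 10 genes were higher, with a list median of 1.88, and Pltp, Flt1, Vwf and Cldn5 had log2 fold changes of 0.83, 2.00, 1.94 and 1.70. None of the 10 is in another list used here, and all 10 had over 20 scaled reads in Input. Values per animal were 2.15, 2.15 and 1.09 in animals 201, 207 and 208. Vessel fragments on the beads, if they carried endothelial and mural RNA evenly, would raise mural markers alike. The mural median was lower than the endothelial by a mean difference of -1.91 ± 0.087 (SD, n = 3). This argues against such even fragments as the whole source, but uneven fragments are not excluded by it. Mural values per animal were 0.14, 0.29 and -0.78 in animals 201, 207 and 208, so that both lists were lower in animal 208, and a contribution of vessel fragments to part of the signal stays open. The mural list had a median of -0.24, with 1 of 10 genes higher and 1 lower, and Rgs5, Vtn, Pdgfrb and Cspg4 had 0.42, -0.29, -0.29 and -1.08. Without the Positive library of animal 208, Rgs5 had 0.65 with an edgeR adjusted p-value of 4.26e-05. In that fit Vtn and Pdgfrb had -0.02 and -0.06, with 0.884 and 0.772. Without the Positive library of animal 201, Vtn and Pdgfrb had -0.60 and -0.53 with 0.0122 and 0.046, and Rgs5 had 0.235 with 0.275. After GC and length trends were removed, the endothelial median was 1.83. The adjusted camera p-value of the endothelial list was 6e-06. Unadjusted, it was 0.18 with an estimated correlation and 0.00878 under fry. A candidate explanation is recombination in some endothelial cells or expression of these genes in microglia, and neither was tested.

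Erythroid genes fell to 20.5% of Input by the list median, with 5 of 5 genes lower. The adjusted camera p-value of the list was 7.58e-05. Unadjusted, it was 0.108 with an estimated correlation and 0.0019 under fry. Hba-a1, Hbb-bs, Hbb-bt and Hba-a2 had -2.21, -2.29, -2.34 and -2.36, and as near-identical copies their separate values are uncertain.

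All 12 border macrophage markers were over 5-fold higher, with a list median of 4.08. Stab1, Mrc1, F13a1 and Cd163 had log2 fold changes of 3.80, 4.19, 4.48 and 4.01. Of the 12 genes, 3 are in the microglia cell-sorting list. A mean over 20 scaled reads in Input was reached by 5 of the 12, and in 1 every Input library had at most 3 reads, so that these folds are less precise than those of abundant genes. In Positive, animal 207 exceeded the mean of the others by a median of 0.99 on the log2 scale for this list and 0.41 for the microglia list, a gap of 0.579, and in Input by 0.32 and 0.007. Border macrophages labelled beside microglia may add to the Positive fraction, but the excess rests on 1 animal, whose microglia could also have made more of these transcripts, so the sources cannot be told apart. The adjusted camera p-value was 2.19e-14. Unadjusted, it was 0.055 with an estimated correlation and 0.00143 under fry.

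The reporter carries a tagged ribosomal protein and a nuclear tag, and their reads could be counted as Rpl10a and Rangap1. Rpl10a had a log2 fold change of 0.02 and stood at the 77.4 percentile of 62 other ribosomal protein genes of similar mean, which ranged from -0.98 to 0.65 around a median of -0.34. Rpl10a lay above their median but within their range, so this test cannot tell how large a share of its reads came from the transgene. Rangap1 was higher by 0.807, with 4564 ± 407 scaled reads in Input and 7984 ± 380 in Positive (SD, n = 3), an edgeR adjusted p-value of 8e-06 and the same direction in 3 of 3 animals. A rise was predicted, before the data were examined, from reads of the nuclear tag. The study describes both tags as parts of one construct, but Rpl10a did not rise alike. Its mean was 479.2 scaled reads in Input and 486.9 in Positive, so the Rangap1 rise cannot be assigned to the transgene. The Rangap1 test is also weak, since 3.7% of 838 genes of similar mean outside the lists had a larger log2 fold change.

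Vip and Htr3a, markers of interneurons from the caudal ganglionic eminence, rose while Pvalb, chosen after its values were seen, fell by 2.07 on the log2 scale. A list of 12 other caudal interneuron markers had a median of -0.136, with 3 genes higher and 4 lower, and an adjusted camera p-value of 0.592. Lamp5, Tac2 and Crh were higher by 0.42, 1.14 and 0.81. Cxcl14, Nr2f2, Igfbp6 and Frem1 had -0.34, -0.45, -0.39 and -0.83. The calls of Lamp5, Crh and Igfbp6 were lost when single libraries were left out, with edgeR adjusted p-values up to 0.121, 0.0694 and 0.204. Lamp5 also lost its call under total count scaling, with 0.064. Members went both ways, so whether RNA of these interneurons as a whole is enriched cannot be told apart from changes of single genes.

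The nuclear long noncoding RNA list had a median of -0.89, with 7 of 10 genes lower and 1 higher. Meg3, Snhg11 and Miat had -1.32, -1.20 and -1.44. Malat1 had 0.39 with an edgeR adjusted p-value of 0.072. It had 0.59 with 0.00017 without the Positive library of animal 208, and 0.15 with 0.387 without that of animal 201. The adjusted camera p-value of the list was 0.000632. Unadjusted, it was 0.225 with an estimated correlation and 0.0121 under fry. After GC and length trends were removed, the list median was -0.884, so such a trend is argued against as the whole cause. No other explanation was tested.

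Homeostatic microglia markers had a median of 4.63 with 14 of 14 genes higher, and Cst3, Sparc and Csf1r had 2.31, 2.46 and 4.63. Of these 14 genes, 11 are in the microglia cell-sorting list. In the ribosomal-tagging list, Csf1r, Ctss and C1qb were among the genes with the highest means, and Ctss and C1qb had 4.72 and 4.69. Activation markers had a median of 0.89 over 8 of 14 genes, with 5 higher and 2 lower, and Apoe, Lpl, Cd83 and Nfkbiz had 0.24, 0.38, 1.40 and -0.695. Apoe was not past the threshold with all libraries, but had 0.39 with an edgeR adjusted p-value of 0.000552 without the Positive library of animal 208, and 0.11 with 0.496 without that of animal 207. The call of Lpl was lost without the Input library of animal 201, with 0.0519. The camera p-value of the activation list was 0.0325 adjusted over the lists. Unadjusted, it was 0.0192, 0.307 with an estimated correlation, 0.00684 under fry, and 0.701 with at least 100 scaled reads, where the median of the activation microglia list was 0.243. Immediate early genes had a median of 0.08, with Jun, Arc, Egr1 and Junb at 0.35, 0.17, -0.002 and 0.32, and an adjusted camera p-value of 0.728. Arc passed the threshold without the Positive library of animal 207, with an edgeR adjusted p-value of 0.0445, and Junb lost its call without the Input library of animal 207, with 0.059. Of the monocyte list 3 of 10 genes were tested, Fn1, Vcan and Ly6c2, with 1.17, -1.22 and 1.61. Of the neutrophil list 2 of 10 were tested, Cxcr2 and Mmp9, with -1.41 and 0.28. Of the lymphocyte list 1 of 10 was tested, Cd79b, with 3.97. These last 3 lists are too short to speak of their cells.

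Of the sex-linked list 1 of 5 genes was tested, Kdm5d on chromosome Y, and the others were not analysed here. Kdm5d had 431.1, 43.2 and 48.3 scaled reads in the Input of animals 201, 207 and 208, and 433.4, 20.5 and 18.7 in their Positive libraries. The animals differed more than the fractions, and the log2 fold change of Kdm5d, -0.15, was -3.14 without the Positive library of animal 201, where it passed the threshold with an edgeR adjusted p-value of 0.0146, and 1.77 without its Input library, with 0.23. That call rests on leaving out 1 library. No biological explanation was tested.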
